A study of Homo sapiens and Mus musculus with 33 samples.

How the data were processed

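Single-cell libraries were read from filtered gene by barcode matrices, and bulk SLAM-seq libraries from tables with 1 line per annotated 3' UTR. The deposited matrices hold UMI counts per gene and barcode made by cellranger, 7.1.0 for the human libraries and 7.2.0 for the mixed and naive T libraries, per the submitters' processing notes. These counts cover all UMIs, so new RNA within single cells was not analysed here. The SLAM-seq tables were made with slamdunk 0.4.3, per the submitters' processing notes, and hold read counts, counts of reads with a T-to-C conversion, conversion counts, T coverage and multimapped read counts per 3' UTR, per the file headers. They also hold a conversion rate as a fraction of T coverage, per the file headers, which was recomputed from the counts and not used as a main value. Builds were GRCh38 and mm10 and 3' UTRs came from GENCODE V33 and M33, per the submitters' processing notes. GENCODE M33 belongs to a later mouse build than mm10, and which coordinates the mouse tables use was left open. The settings of mapping and filtering, and the least number of conversions that makes a read count as converted, were not given in the sources used here. The labels' protocols name 10 mM IAA at 50 °C for 15 min in 50% DMSO on 2 µg RNA, with 500 ng going into the library, for SLAM-seq, and 80% cold methanol and 10 mM IAA for 16 h for the methanol protocol. The SLAM-seq reads carry no UMIs, so intervals and floors cover counting error only.

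Human 3' UTR lines have coordinates and no gene name that could be used directly. The 122255 human lines overlap, so that summed reads came to 259.101% of the reads of 68330 groups of overlapping lines (for mouse, 223314 lines, 122099 groups and 211.899%). The line with the most reads stood for each group. A group was given the gene whose span in a RefSeq table (GRCh38.p14) held a line of the group and ended, on the 3' side, within 1000 bp of it. That table gives no strand, and 114 symbols that matched on both strands, as well as 903 ambiguous groups, stayed unnamed. Of the groups 24667 were named, and the 22980 genes so named held 87.3529% of the group reads. Unnamed groups stayed in the Jurkat total RNA tests, so the genes counted there include them. Other Jurkat SLAM-seq gene counts may include them too. A gene's reads are the sum over its groups, and the split of reads between overlapping genes or near-identical paralogs is uncertain. Mouse SLAM-seq lines were paired with no gene names by the sources used here, so the labelled share by gene list in naive T cells was not run. Conversion rates per library used all lines. Mitochondrial genes (2.9688% of human and 4.11057% of mouse group reads) stayed out of the tests and were read separately.

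Groups came from the labels. Jurkat single-cell libraries labelled as replicate 1 and those with no number formed 2 sets. All SLAM-seq libraries, controls included, are titled as 4sU labelled, and the 4sU dose of the Jurkat and control libraries was not given in the sources used here. The stimulated Jurkat libraries carry the clone name E6-2 and the unstimulated ones E6-1. Comparisons, tests, gene lists, most alternatives and the rule for named genes were fixed before the data were examined. The grouping and naming of 3' UTR lines came after.

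Counts were tested with edgeR's quasi-likelihood test (4.0.16, R 4.3.3) after filterByExpr and TMM scaling, with all groups of an assay in 1 fit and Benjamini-Hochberg adjustment at 0.05. New RNA used converted reads with their own library sizes, total RNA all reads. The new-to-old ratio used converted and other reads of a library in 1 fit with a term per library. UMIs were summed per library for the single-cell test. Genes are named if FLI1, if among the 8 rising and 8 falling genes with the largest log2 fold change past adjusted p 0.05, with a group mean of at least 10 CPM and no overlap between libraries of the groups, or if among the up to 4 members of a list with the smallest p past that threshold. Of the genes the rule gives, those whose call was lost when 1 library was left out were counted and, apart from FLI1 and EGR1, not described. Some genes that the rule gives are not reported here. For the Jurkat single-cell comparison the rule ran on the fit with the set as a term, a choice made after the planned fit called 0 genes. In single libraries the rule took Fli1 or FLI1, the 8 largest and 8 smallest log2 CPM ratios among genes with at least 100 UMIs in the pair (0 counts set to 3), and per list up to 4 members with the largest absolute ratio. XIST, Y-linked and unnamed genes were left out.

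Gene lists were written by hand from textbook knowledge: ETS factors, genes linked to FLI1 in blood cells, immediate early genes, activation markers, T cell receptor, quiescence, NF-kappaB, NFAT feedback, p53 targets, DNA repair, histones, G1/S, G2/M, ribosome biogenesis, ribosomal proteins, mitochondrial genes, interferon, cholesterol synthesis, stress response, heat shock, apoptosis, glycolysis, nuclear long noncoding RNAs, and B cell, myeloid, erythroid, NK and regulatory or memory T cell markers. Some genes stand on more than 1 list, such as MYC and EGR1. Lists were tested with limma's camera (3.58.1), with a preset correlation of 0.01 and again with the estimated one. In single libraries a list's median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Intervals are exact Poisson or exact binomial at 95%, and a count of 0 was floored at 3 counts over the group. The labelled share used genes with at least 100 reads in each control library. Cells were thinned to 5000 UMIs for genes per cell, no barcode was removed and no doublet caller was run, and a barcode of the mixed library was human or mouse at 90% of its UMIs. Correlations of log2 CPM added 1 CPM. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the rest.

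Alternatives were DESeq2 (1.42.0), no filter beyond 1 count, the replicate number as a term, library sizes and factors from all reads, fits over 2 groups alone, genes with over 10% multimapped reads left out, barcodes under 10% mitochondrial UMIs, equal cells per library (392), other thresholds and each library left out. Each test was also tested on simulated data with 200 changed genes, and 20 simulations of unchanged groups gave the correlation that shared controls bring. Read counts of replicates were compared by chi-square over genes with at least 20 counts, and chi-square per degree of freedom was 3.80 or higher for every pair, so no pair counted as 1 library. Depths stand in the report. With them 2-fold changes in Jurkat new RNA were recovered for 17 to 18 of 100 simulated genes, in Jurkat total RNA for 66 to 68 and in naive T total RNA for 1 to 5.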

Results

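The samples measured newly made RNA after labelling with 4-thiouridine (4sU), a uridine analogue taken up into new transcripts. Iodoacetamide (IAA) alkylates the incorporated 4sU, and reverse transcription then reads C where the gene has T. NOTE-seq joins this conversion, in formaldehyde-fixed cells, to droplet-based single-cell 3' end sequencing, and SLAM-seq is the bulk 3' end form. Single-cell libraries were made from eHAP cells, a human haploid line (standard 10x without 4sU, NOTE-seq, and a methanol-fixed 4sU protocol, 1 library each). They were also made from Jurkat cells, a human T cell leukaemia line (2 unstimulated libraries and 2 stimulated with PMA and ionomycin, which mimic antigen receptor signalling). Mouse naive T cells from lymph nodes were sampled at 0, 2, 4, 6 and 8 h of anti-CD3/anti-CD28 stimulation, with 1 further library without 4sU, and 2 libraries labelled K562, a human leukaemia line, were made with and without IAA. A mix of Jurkat and mouse NIH3T3 fibroblasts gave 1 library. Bulk SLAM-seq covered Jurkat cells as 3 control, 3 CPT (50 nM) and 3 ETO (1 µM) libraries, and naive T cells as 2 libraries each for control, 250 µM, 500 µM and 1 mM 4sU.

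Jurkat control bulk libraries held 32509567 to 38582082 reads over 3' UTRs, CPT libraries 17776970 to 22433946 and ETO libraries 24021586 to 39602287. Reads with a T-to-C conversion, the new RNA, numbered 674619, 686573 and 763548 in control, 254366, 290737 and 231165 in CPT, and 530788, 879423 and 665548 in ETO libraries 1 to 3. Naive T bulk libraries held 3593182 to 6055878 reads. The unstimulated Jurkat single-cell libraries 1 and 2 held 1842 and 392 cells with 37504889 and 7224174 UMIs (unique molecule counts), and the stimulated libraries 2296 and 1933 cells with 44815102 and 21128845 UMIs. Naive T libraries held 2816 cells without 4sU and 1777, 1997, 1806, 1965 and 973 cells at 0, 2, 4, 6 and 8 h. The UMIs behind them were 1358518, 731209, 759152, 875658, 1271850 and 710533, with medians of only 338 to 659 per cell. The eHAP libraries held 2807 (10x), 3046 (NOTE-seq) and 4223 (methanol) cells with 55960312, 33951891 and 80944398 UMIs. The libraries labelled K562 held 49 cells (442297 UMIs) without IAA and 1511 (11240210 UMIs) with IAA. No label says that replicates came from separate cultures or animals, so p-values measure only the spread between these libraries, which may be technical.

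The control Jurkat SLAM-seq libraries show which transcripts were renewed fastest, as the share of a gene's reads that carried a conversion. Over 9457 genes with at least 100 reads in each control library the median share was 2.59%. Immediate early genes, the fast transcription factors and regulators induced by signalling, had a median of 15.0% ± 0.416 (SD, n = 3), at the 100th percentile of 10000 random lists matched on expression. CD69, an early activation antigen, reached 28.7% ± 2.63, ZFP36, an RNA decay factor, 28.2% ± 3.37, and MYC, a growth-promoting transcription factor, 27.7% ± 1.13. JUN and EGR1, both signal-induced transcription factors, had 19% ± 1.22 and 20.6% ± 1.48, and TXNIP, an inhibitor of glucose uptake, 19.3% ± 0.592. Medians were 5.85% for quiescence genes (percentile 99.96), 5.26% for the unfolded protein and integrated stress response (99.95), 4.84% for cholesterol synthesis (100), 4.68% for G2/M (100) and 4.63% for genes linked to FLI1 (99.75). At the slow end, cytosolic ribosomal proteins had 0.294% (percentile 0), glycolysis 0.461% (0) and the T cell receptor complex 0.995% (0.61), which by conversions per T position lay at percentile 8.025, inside the middle 95%. GAPDH, a glycolytic enzyme, stood at 0.13% ± 0.00775, ACTB, cytoplasmic actin, at 0.927% ± 0.0617 and FLI1, an ETS family transcription factor of blood cells, at 2.93% ± 0.267. G1/S genes (2.51%, percentile 91.2), ribosome biogenesis (2.44%, 87.4), DNA repair (3.00%, 79.6) and interferon genes (1.59%, 5.19) lay inside the middle 95% of random lists.

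**Figure D1:**
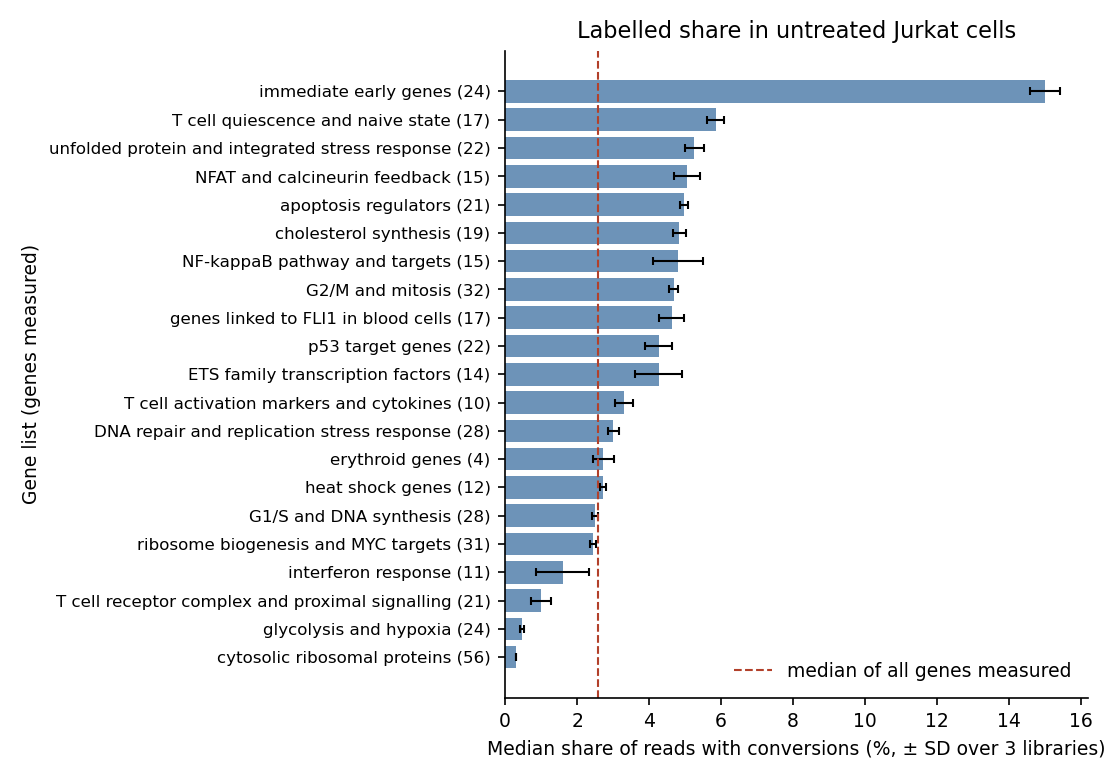
Bars give the median share of reads with a T-to-C conversion (percent, axis from 0) over the genes of each list in the control Jurkat SLAM-seq libraries, with the SD over 3 libraries, and the dashed line marks the median of all genes, 2.59%. Immediate early genes reached 15.0% and cytosolic ribosomal proteins 0.294%.

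Whether CPT and ETO changed RNA labelling was read from the share of T positions converted. Rates were 0.165% ± 0.00381 in control, 0.107% ± 0.00138 in CPT and 0.196% ± 0.00134 in ETO libraries (SD, n = 3), and no library of 1 group lay within the range of another. CPT stood at 0.651 times control, ETO at 1.19 times control and CPT at 0.549 times ETO. Each comparison had a two-sided exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. Across 7577 genes with at least 100 conversions the median CPT to control ratio was 0.577 with 92.0% of genes below 1, and the median ETO to control ratio was 1.13 with 35.1% below 1. Reads of mitochondrially encoded genes took 1.14% ± 0.0958 of control, 6.03% ± 0.689 of CPT and 2.96% ± 0.0768 of ETO reads, with overlapping 3' UTR lines counted once. In naive T cells, which served to set the 4sU dose, the rate was 8.86e-04% ± 5.30e-05 in control, 3.58% ± 0.176 at 250 µM, 4.84% ± 0.134 at 500 µM and 5.67% ± 0.13 at 1 mM (SD, n = 2). Control library 2 held 1516 conversions but 1626 reads counted as converted, so these 2 counts cannot follow the same rule there. With control, whose dose is not stated, taken as 0, Spearman's rho with dose over the 8 libraries was 0.976 (permutation p = 7.94e-04) and Pearson's r was 0.880 (permutation p = 0.00873), and without both 1 mM libraries, the farthest from the median dose, r was 0.963, and without both control libraries it was 0.946.

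**Figure D2:**
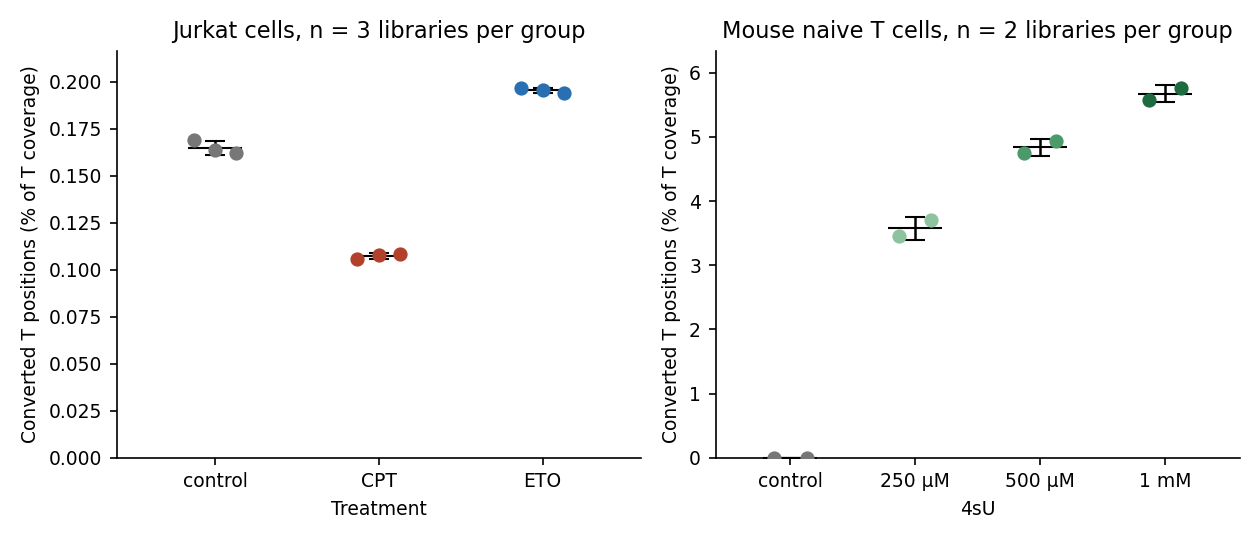
Points are libraries, lines are group means and bars are SDs of the share of T positions converted to C (percent of T coverage, axes from 0), for Jurkat cells (left, n = 3 per group) and naive T cells by 4sU dose (right, n = 2 per dose). Jurkat means were 0.165% in control, 0.107% with CPT and 0.196% with ETO, and naive T means went from 8.86e-04% in control to 5.67% at 1 mM.

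The comparison of new RNA after CPT with control asked which genes changed their output relative to the rest, since the reads are scaled to the new RNA of each library. ID2 and ID3, inhibitors of basic helix-loop-helix factors, rose by 3.56 ± 0.22 and 1.5 ± 0.09 on the log2 scale (± SE, n = 3 against 3). EOMES, a T-box factor of cytotoxic lymphocytes, rose by 3.97 ± 0.27 from 51.8 ± 13.1 to 820.0 ± 279.5 CPM, a count scaled to the library's total, and JUN rose by 2.00 ± 0.12. The edgeR quasi-likelihood Benjamini-Hochberg adjusted p of each of these 4 was 2.3e-10 or lower. MYC fell from 1303 ± 131 to 231 ± 9.87 CPM (log2 −2.5 ± 0.13, edgeR adjusted p = 9.6e-12). FLI1 differed by 0.12 ± 0.47 (edgeR adjusted p = 0.92), with 58.7 ± 39.9 against 54.4 ± 10.0 CPM. Of 9277 genes, 571 changed, 313 up and 258 down. With library sizes taken from all reads the median of all genes moved from −0.07 to −0.88, and all changes here are relative to that shift.

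Stress genes stood among the risers. Of 22 genes of the unfolded protein and integrated stress response 7 rose and 0 fell (11 and 0 adjusted over the list alone, a count given wherever it differs), including DDIT3, a pro-apoptotic transcription factor, at 2.82 ± 0.29, and CHAC1, which degrades glutathione, at 1.61 ± 0.22. That list's median was 0.73, and −0.07 with sizes from all reads (camera adjusted p = 1.25e-12, and adjusted p = 0.00168 with an estimated correlation). Of 21 p53 targets 4 rose (6 alone), with SESN2, a stress-induced inhibitor of mTORC1, at 2.22 ± 0.19 and BBC3, a BH3-only death protein, at 2.84 ± 0.32. The median was 0.47, and −0.35 with sizes from all reads (camera adjusted p = 1.94e-04, and adjusted p = 0.0534 with an estimated correlation). Of 19 apoptosis regulators 3 rose (6 up and 1 down alone), with a median of 0.04 that was −0.78 with sizes from all reads and −0.01 with the library number as a term (camera adjusted p = 0.0248, and adjusted p = 0.0832 with an estimated correlation). CASP8, an initiator caspase, stood at 1.28 ± 0.18, and its edgeR adjusted p was 0.055 with sizes from all reads.

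Immediate early genes had 11 of 24 up and 1, MYC, down (14 and 2 adjusted over the list alone), with a median of 0.93 that was 0.12 with sizes from all reads (camera adjusted p = 4.11e-13, and adjusted p = 0.00356 with an estimated correlation). Beside JUN they held ZFP36L1, an RNA decay factor, at 1.45 ± 0.13, IER2, an early response nuclear protein, at 1.01 ± 0.11 and EGR1 at 0.92 ± 0.16. IER2 and EGR1 stood at 0.20 and 0.10 with sizes from all reads, no longer past the edgeR test (adjusted p = 0.16 and 0.65). Of 17 quiescence genes 6 rose and 2 fell (6 and 2 alone), led by KLF2, a factor of naive T cell circulation, at 1.77 ± 0.23, BTG1, an antiproliferative factor, at 1.73 ± 0.20 and TXNIP at 1.41 ± 0.10. Their median was 0.59, and −0.22 with sizes from all reads (camera adjusted p = 4.52e-07, and adjusted p = 0.00517 with an estimated correlation). Of 27 G1/S genes 10 rose (13 alone), with E2F1, an S phase transcription factor, at 2.74 ± 0.41, MCM7, a replicative helicase subunit, at 1.35 ± 0.19 and UNG, a uracil DNA glycosylase, at 1.39 ± 0.20. The G1/S median was 0.54, and −0.27 with sizes from all reads (camera adjusted p = 2.55e-11, and adjusted p = 0.00168 with an estimated correlation).

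Cholesterol genes fell together: 10 of 19 fell and 0 rose (12 and 0 alone), with a median of −1.22 (camera adjusted p = 3.72e-17, and adjusted p = 0.00158 with an estimated correlation). HMGCS1, an early enzyme of the pathway, fell by 2.44 ± 0.22. Of 32 G2/M genes 6 fell and 1 rose (9 and 1 alone), among them AURKA, a mitotic kinase, at −1.18 ± 0.21 and UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, at −1.01 ± 0.17. The G2/M median was −0.38 (camera adjusted p = 4.29e-04, and adjusted p = 0.105 with an estimated correlation). Ribosome biogenesis had 0 up and 2 down of 31 (1 and 6 alone; median −0.42, camera adjusted p = 0.0153, and adjusted p = 0.0555 with an estimated correlation). Genes linked to FLI1 had 3 of 17 up (6 up and 2 down alone), with a median of 0.13 that was −0.68 with sizes from all reads (camera adjusted p = 4.29e-04, and adjusted p = 0.0232 with an estimated correlation). The members past the test were ID2, EGR1 and LCK, a kinase of the T cell receptor, at 1.1 ± 0.20, which stood at 0.28 with sizes from all reads (edgeR adjusted p = 0.28). ETV6, an ETS family repressor, fell by 1.58 ± 0.22 and TOX, an HMG-box factor, by 1.74 ± 0.26. SLC45A3 had 0 new reads in CPT against 55.7 ± 4.77 CPM in control (117 reads), at least 13.9-fold lower. The T cell receptor list (2 up and 1 down of 17, median 0.39, and −0.42 with sizes from all reads) had a camera adjusted p of 0.0346, and adjusted p = 0.0963 with an estimated correlation. For activation markers (1 up of 8, 3 alone, median 0.19, and −0.62 with sizes from all reads) it was 0.022, and adjusted p = 0.11 with an estimated correlation. NF-kappaB (1 of 11 up, 2 up and 1 down alone, median 0.33 but mean −0.30), NFAT (1 of 15 down), ETS factors (2 of 14 down), DNA repair (1 of 27 up), ribosomal proteins (2 of 55 up), glycolysis (3 of 20 up), heat shock (0 of 12), interferon (0 of 6, 1 alone) and erythroid genes (0 of 4) had camera adjusted p of 0.111 or higher.

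DESeq2 called 880 genes, a fit over the control and CPT libraries alone 334, and the sizes from all reads 3296, of which only 68 were up. Leaving out control library 1, 2 or 3 left 226, 234 or 225 calls.

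The same comparison for ETO gave 174 of 9277 genes, 106 up and 68 down. Cholesterol synthesis had 9 of 19 down and 0 up (12 and 0 adjusted over the list alone), with HMGCS1 at −1.94 ± 0.20 and INSIG1, a sterol sensor partner, at −1.56 ± 0.16, each at an edgeR quasi-likelihood adjusted p of 1e-06. Mitotic genes had 8 of 32 down and 0 up (12 and 0 alone): UBE2C fell from 658 ± 46.5 to 188 ± 16.8 CPM (log2 −1.81 ± 0.17), PLK1, a mitotic kinase, by 1.69 ± 0.21 and TOP2A, a DNA topoisomerase, by 1.08 ± 0.14. STC2, a secreted stress-induced glycoprotein, rose by 2.41 ± 0.30, SLC7A11, a cystine transporter, by 2.28 ± 0.36 and SESN2 by 1.63 ± 0.18. FLI1 differed by 0.78 ± 0.43 (edgeR adjusted p = 0.51), and EGR1 fell by 0.79 ± 0.16 (edgeR adjusted p = 0.0044, and 0.050 without control library 3).

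With ETO the unfolded protein and integrated stress response had 5 of 22 up (12 alone; median 0.63), ribosomal proteins 2 of 55 up (7 alone; 0.36) and ribosome biogenesis 1 of 31 up (6 alone; 0.31). Quiescence genes had 3 of 17 up (6 up and 1 down alone; 0.23), with SATB1, a chromatin organiser of T cells, at 1.2 ± 0.15, TXNIP at 0.72 ± 0.10 and ID3 at 0.64 ± 0.08. The p53 targets had 2 of 21 up (5 alone; 0.35), G1/S 2 of 27 (6 alone; 0.27) and glycolysis 2 of 20 (2 alone; 0.39), with ENO1, enolase, at 0.97 ± 0.14. Genes linked to FLI1 had 3 up and 1 down of 17 (5 and 1 alone; 0.26), with ID2 at 2.08 ± 0.22 and PTPRC, the CD45 phosphatase, at 1.39 ± 0.26 up and EGR1 down. All 10 of these lists, cholesterol and G2/M included, passed camera at an adjusted p of 0.00905 or lower and, with an estimated correlation, of 0.0466 or lower. Immediate early genes (2 up and 1 down of 24, 3 and 1 alone, median 0.01) and ETS factors (0 of 14, 1 up and 1 down alone) had camera adjusted p of 0.564 and 0.973. DESeq2 called 339 genes and a fit over the control and ETO libraries alone 920. Leaving out a control library left 98, 96 or 91 calls, and leaving out ETO library 2 or 3 left 109 or 113.

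Set against each other, CPT and ETO differed in the new RNA of 176 genes, 85 higher and 91 lower with CPT. JUN (log2 2.05 ± 0.12), JUND (1.53 ± 0.15) and EGR1 (1.71 ± 0.16), all signal-induced factors, were higher with CPT, and MYC (−2.89 ± 0.13) and SATB1 (−1.27 ± 0.16) lower, each with an edgeR adjusted p of 4.5e-05 or lower. ID2 (1.48 ± 0.19), NFKBIA, the NF-kappaB inhibitor (1.27 ± 0.17) and DDIT3 (1.58 ± 0.27) were also higher with CPT. With sizes from all reads, which moved the median of all genes from −0.05 to −0.93, NFKBIA stood at 0.39 and DDIT3 at 0.71, past the edgeR test no longer (adjusted p = 0.077 and 0.057). FLI1 differed by −0.66 ± 0.47 (edgeR adjusted p = 0.54). Immediate early genes had 8 of 24 higher and 1 lower (13 and 1 alone; median 0.66, and −0.22 with sizes from all reads), G1/S 4 of 27 higher (9 and 1 alone; 0.40, and −0.48) and ribosome biogenesis 0 higher and 2 lower of 31 (0 and 8 alone; −0.56). These 3 passed camera with adjusted p of 1.04e-06 or lower and, with an estimated correlation, of 0.00737 or lower. Quiescence (5 higher and 2 lower of 17, 6 and 2 alone; 0.49, and −0.38 with sizes from all reads), G2/M (2 and 1 of 32, 6 and 1 alone; 0.25, and −0.63) and ribosomal proteins (0 and 1 of 55, 0 and 3 alone; −0.27) passed camera at 0.0133 or lower, with adjusted p = 0.0713, 0.309 and 0.0681 with an estimated correlation. DESeq2 called 392 genes, a fit over the CPT and ETO libraries alone 53, and sizes from all reads 3484, of which 14 were higher with CPT. Leaving out CPT library 1, 2 or 3 left 306, 320 or 375 calls and leaving out ETO library 1, 2 or 3 left 60, 61 or 68.

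Calls shared by CPT and ETO were 78 up and 32 down, and 1 gene, EGR1, was called in opposite directions. With sizes from all reads 88 were shared and 18 opposite, and EGR1 lost its CPT call. Lists drawn independently would share 3.58 and 1.89 genes. Across genes, which are not independent replicates, the log2 changes correlated at 0.411, below each of 20 simulations of unchanged groups against the same controls (0.436 to 0.469), with a covariance of 0.299, above each (0.122 to 0.139). The same 20 simulations gave 0 shared calls. The 3 controls could not be split, and how many shared calls they bring where groups do change was not tested.

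**Figure D3:**
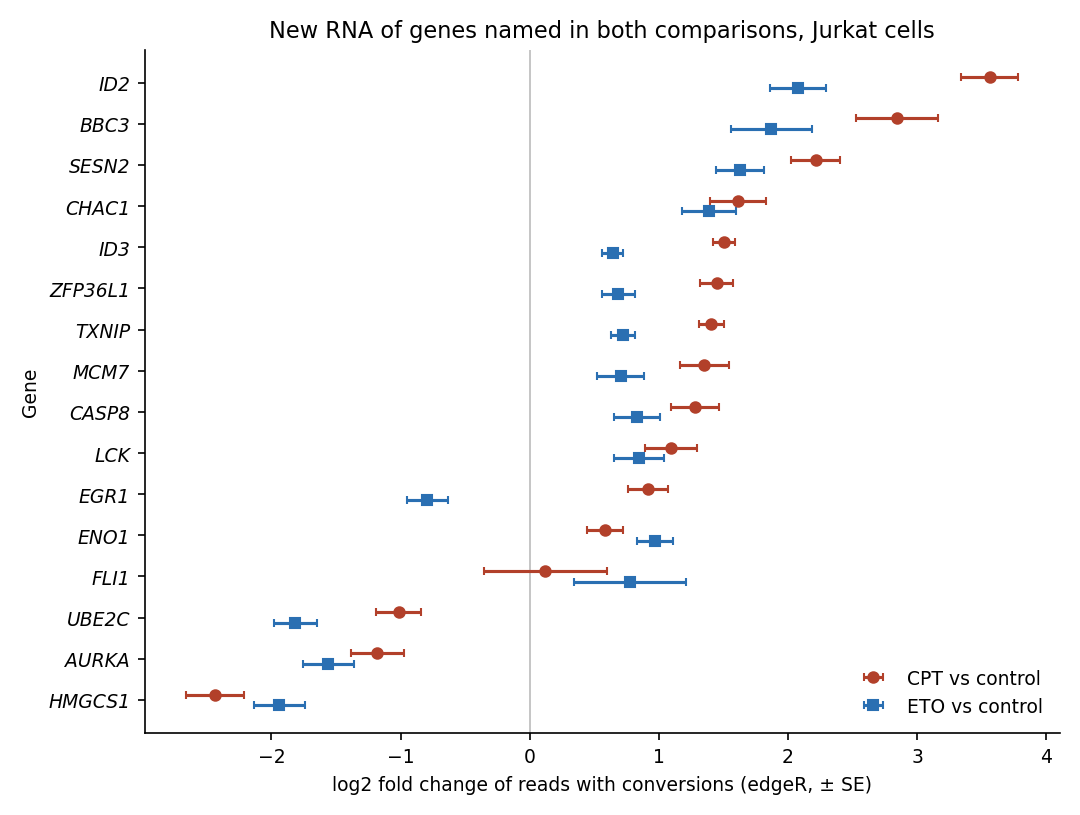
Points give the log2 fold change of new RNA against control with its SE (n = 3 libraries per group) for the 16 genes that the rule named in both the CPT and the ETO comparison and that the text describes in either. EGR1 lay at 0.92 with CPT and −0.79 with ETO, and with library sizes from all reads the median of all genes with CPT moved to −0.88, which put EGR1 at 0.10 and the positive FLI1 value of 0.12 at −0.69.

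Total RNA, read from all 3' end reads, showed many more changes at its greater depth: 8282 of 17327 genes, unnamed 3' UTR groups included, with CPT (3991 up, 4291 down, 1461 and 686 of them by at least 2-fold). Reads assigned by position to SCARNA2, a small Cajal body RNA, rose from 0.564 ± 0.134 to 189 ± 16.5 CPM (log2 8.4 ± 0.15). Those assigned to RNVU1-14, a variant of the U1 spliceosomal RNA, rose by 7.12 ± 0.21. Whether these reads came from the mature small RNAs or from longer or neighbouring transcripts was not tested. JUN rose by 2.54 ± 0.07, ID2 by 3.55 ± 0.09, CDKN1A, the p21 cell cycle inhibitor, by 2.32 ± 0.12, and GZMK, a granzyme, by 4.65 ± 0.18. MYC fell from 98 ± 8.38 to 13.2 ± 0.653 CPM (−2.90 ± 0.09), RAG1, the antigen receptor recombinase, by 3.1 ± 0.16 and LEF1, a Wnt-responsive factor of immature T cells, by 1.69 ± 0.05. Each of these 9 genes had an edgeR quasi-likelihood adjusted p of 9.2e-13 or lower. FLI1 stood at 0.27 ± 0.09 (edgeR adjusted p = 0.015), a call lost without control library 1 (0.19, 0.10), CPT library 1 (0.22, 0.067) or CPT library 2 (0.23, 0.062).

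Groups moved in total RNA with CPT as follows. Cholesterol synthesis had 17 of 19 down (HMGCS1 −2.09 ± 0.07), G2/M 22 down and 3 up of 32 (PTTG1, securin, −0.80 ± 0.06), glycolysis 18 down and 3 up of 24 (PGK1, phosphoglycerate kinase, −1.24 ± 0.05) and ribosome biogenesis 21 down and 2 up of 31 (NPM1, nucleophosmin, −0.93 ± 0.04). Immediate early genes had 21 up and 4 down of 29 (ATF3, a stress factor, 2.17 ± 0.10), the stress response 12 up and 4 down of 22 (TRIB3, a pseudokinase, 2.21 ± 0.07), G1/S 20 up and 2 down of 28 (CDC6, a replication licensing factor, 1.07 ± 0.06) and p53 targets 13 up and 2 down of 22 (BBC3 2.64 ± 0.14). Quiescence genes had 13 up and 2 down of 21 (BTG1 2.07 ± 0.09), interferon genes 14 up and 0 down of 22 (IRF7, an interferon regulatory factor, 2.08 ± 0.13) and NF-kappaB 11 up and 1 down of 19 (RELB, an NF-kappaB subunit, 1.84 ± 0.12). These 11 lists passed camera with an estimated correlation at adjusted p of 0.0427 or lower, and adjusted over the list alone 1 further gene fell in ribosome biogenesis, G2/M, the p53 targets and NF-kappaB. Ribosomal proteins had 39 down and 5 up of 58 (40 and 5 alone, RPL7A −0.85 ± 0.04, camera adjusted p = 7.95e-07, and adjusted p = 0.114 with an estimated correlation). Activation markers had 11 up and 2 down of 20 (12 and 2 alone; camera 0.00901, and adjusted p = 0.0857 with an estimated correlation), with CCL4, a chemokine, at 266 against 3 reads. Heat shock genes had 3 up and 7 down of 12 (camera 0.0194, and adjusted p = 0.152 with an estimated correlation) and apoptosis regulators 12 up and 5 down of 24 (camera 0.0315, and adjusted p = 0.0828 with an estimated correlation). Genes linked to FLI1 (9 up and 5 down of 22), ETS factors (4 and 6 of 16, 5 and 6 alone), DNA repair (11 and 7 of 29), histones (3 and 0 of 8) and the T cell receptor list (6 and 7 of 24) had camera adjusted p of 0.137 or higher with the preset or an estimated correlation. In the last list TRBC1 fell by 1.40 ± 0.05 and TRBC2 rose by 0.96 ± 0.06, and the reads of these near-identical T cell receptor constant genes may be split uncertainly.

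ETO changed 5942 genes of total RNA, 2979 up and 2963 down, 574 and 353 of them by at least 2-fold. SCARNA2, again by reads assigned by position, rose by 6.12 ± 0.16, ID2 by 2.14 ± 0.09 and SESN2 by 1.81 ± 0.07. INSIG1 fell by 1.67 ± 0.06, HMGCS1 by 1.74 ± 0.07 and PLK1 by 1.22 ± 0.07. Each of these genes had an edgeR adjusted p of 7.95e-12 or lower. FLI1 rose by 0.45 ± 0.08 (edgeR adjusted p = 2.6e-04), from 38.5 ± 3.22 to 52.7 ± 2.1 CPM, and ETS1, a related T cell factor, by 0.42 ± 0.05. Cholesterol synthesis had 17 of 19 down, G2/M 24 down and 2 up of 32, glycolysis 15 down and 2 up of 24, the stress response 12 up and 2 down of 22 (13 and 2 alone), G1/S 17 and 2 of 28, p53 targets 9 and 3 of 22, quiescence 11 and 3 of 21 (11 and 4 alone) and ribosome biogenesis 16 and 4 of 31 (17 and 5 alone). These 8 passed camera with an estimated correlation (adjusted p of 0.0312 or lower), while ribosomal proteins (3 up and 36 down of 58, 4 and 37 alone) had adjusted p = 0.107 with an estimated correlation. Immediate early genes (6 up and 10 down of 29, 7 and 12 alone) had a camera adjusted p of 0.407 and genes linked to FLI1 (8 and 2 of 22) 0.266.

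Against ETO, CPT left 2364 genes higher and 2855 lower in total RNA. JUN (1.96 ± 0.07), CDKN1A (2.11 ± 0.12) and GZMA, a granzyme (2.03 ± 0.10) were higher with CPT, and MYC (−2.91 ± 0.09) and LEF1 (−1.23 ± 0.05) lower, each with an edgeR adjusted p of 1.7e-11 or lower. Immediate early genes had 23 higher and 2 lower of 29, ribosome biogenesis 27 lower and 0 higher of 31 (28 alone; median −0.56) and G1/S 15 higher and 3 lower of 28 (16 and 3 alone). With an estimated correlation camera gave adjusted p of 6.21e-04, 2.96e-04 and 0.0394 for these, the only 3 of 10 lists past the preset test that held, and FLI1 differed by −0.18 ± 0.09 (edgeR adjusted p = 0.11). CPT and ETO shared 2116 rises and 2141 falls where independent lists would share 686 and 734. In opposite directions went 190 genes or unnamed 3' UTR groups. The correlation across genes, which are not independent replicates, was 0.715 against 0.482 simulated, with a covariance of 0.530 against 0.0578. The 20 simulations of unchanged groups gave 0 shared calls. How many shared calls the controls bring where groups do change was not tested.

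The labelled share was tested as converted against unconverted reads within each library, relative to the other genes. It changed for 83 genes with CPT (46 up, 37 down) and 45 with ETO (33 up, 12 down). With CPT the conversion rate within genes had a median ratio to control of 0.577, with 92.0% of genes below 1. The CPT calls are relative to that shared fall. SNHG3, a small nucleolar RNA host gene, went from 10.7% ± 1.22 to 20.2% ± 2.52 with CPT and 29.9% ± 1.05 with ETO (edgeR adjusted p = 9.1e-06 and 4.7e-06), and RPL3, a ribosomal protein, from 0.257% ± 0.019 to 0.405% ± 0.0128 and 0.612% ± 0.107. ACTB fell with ETO from 0.927% ± 0.0617 to 0.569% ± 0.0221 and TUBA1C, a tubulin, from 3.1% ± 0.0558 to 1.66% ± 0.0976. With CPT 3 of 20 glycolysis genes rose (6 alone; median 0.54, and −0.12 with factors from all reads), and with ETO 2 of 55 ribosomal proteins (30 alone) and 2 of 20 glycolysis genes (6 alone) rose. Factors from all reads moved the median of all genes from −0.21 to −0.86 with CPT, where 2140 genes were called, 16 of them up, and from −0.05 to 0.09 with ETO, with 34 up and 4 down. Calls with CPT were 11, 10 or 9 without control library 1, 2 or 3 and 138 or 180 without CPT library 1 or 3. With ETO they were 19, 17 or 17 without a control library and 15, 24 or 18 without an ETO library.

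In the naive T libraries reads of mitochondrially encoded genes, left out of the tests, took 2.66% ± 0.0557 in control and 2.92% ± 0.226 at 250 µM. At 500 µM and 1 mM they took 3.88% ± 0.223 and 6.23% ± 1.83 (SD, n = 2). Whether this share bears on the calls was not tested. The doses 250 µM, 500 µM and 1 mM 4sU were set against control (edgeR). Of 19159 3' UTR groups they changed the total RNA of 12 (all up), 48 (47 up, 1 down) and 399 (272 up, 127 down). The sources used here pair these with no gene names, so none is named. The direction was not settled: no filter gave 125 up and 224 down at 500 µM and 627 up and 667 down at 1 mM, and without control library 1 the counts were 59 up and 54 down at 250 µM, 680 and 897 at 500 µM and 1825 and 1719 at 1 mM. DESeq2 called 41, 169 and 1050. Fits over the 2 groups compared called 0, 0 and 58, and without 3' UTRs of over 10% multimapped reads 250 µM had 5 calls and 500 µM 26. Leaving out control library 1 gave 113, 1577 and 3544 calls, control library 2 gave 68 at 250 µM, library 1 or 2 of 250 µM left 4 each, of 500 µM 15 or 9, and of 1 mM 44 or 1189.

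Stimulation of Jurkat cells, read from all UMIs, addressed the FLI1 question in the series title. FLI1 was lower after stimulation in both sets of libraries: from 217 to 117 CPM in the set labelled as replicate 1 and from 109 to 59.4 CPM in the set without a number. The planned fit, without the set as a term, called 0 genes. The changes given here come from the fit with it, where FLI1 fell by 0.88 ± 0.13 (edgeR quasi-likelihood adjusted p = 1.7e-09). No group is replicated within a set, so SEs and p-values of that fit rest mostly on spread pooled over genes. For a given gene they can understate how far the sets differ. Among immediate early genes NR4A3, an orphan nuclear receptor, rose by 8.52 ± 0.23, EGR3 by 6.81 ± 0.19 and EGR1 by 6.71 ± 0.19, from 9.90 ± 4.05 to 963 ± 147 CPM (SD, n = 2). CD69 rose by 5.56 ± 0.18, TNF, an inflammatory cytokine, by 6.86 ± 0.27 and CCL4 by 7.23 ± 0.23. RHOH, a haematopoietic GTPase, fell by 1.42 ± 0.13, MIR29B2CHG, a microRNA host gene, by 1.97 ± 0.13, and MT-ND6, a mitochondrial complex I gene, by 1.98 ± 0.16. Each of these 9 had an edgeR adjusted p of 1.1e-25 or lower, and 2060 of 19094 genes changed (1073 up, 987 down).

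By list, with the set as a term, 29 of 31 immediate early genes rose and 1, MYC, fell (30 and 1 adjusted over the list alone; median 3.15, within sets 2.75 and 3.26). MYC stood at −0.57 ± 0.12, at −1.0 in the numbered set and −0.07 in the other, a gap that this SE does not cover. NF-kappaB had 15 of 20 up (17 alone; median 1.79), with NFKBIA at 4.03 ± 0.15 and BIRC3, an apoptosis inhibitor, at 3.02 ± 0.15. Activation markers had 19 of 26 up (19 alone; 2.5), and NFAT feedback 8 up and 2 down of 18 (8 and 4 alone; 0.06), with EGR2 at 6.97 ± 0.20. The stress response had 5 of 22 up (11 alone), with PPP1R15A, an eIF2alpha phosphatase subunit, at 2.01 ± 0.16, and cholesterol synthesis 8 of 20 up (HMGCS1 0.81 ± 0.13). Apoptosis regulators had 6 of 24 up (MCL1, a survival factor, 1.45 ± 0.13). G2/M had 6 of 32 down (AURKA −0.48 ± 0.12), mitochondrial genes 2 of 13 down (medians of −0.40 and 0.08 within the sets, of opposite sign), ribosome biogenesis 3 up and 1 down of 32 and heat shock 3 of 13 up. Genes linked to FLI1 had 4 up and 3 down of 23 (median 0.07), with RUNX3, a T cell transcription factor, at 1.17 ± 0.14 and EGR1 up and INPP5D, a lipid phosphatase, at −0.84 ± 0.13 and FLI1 down. These 12 lists had camera adjusted p of 0.0187 or lower, all calls that ended with an estimated correlation, where the lowest adjusted p = 0.458. The T cell receptor list had 3 up and 5 down of 26 (4 and 6 alone), with LCP2, an adaptor, at 1.62 ± 0.14 and VAV1, a guanine exchange factor, at −0.91 ± 0.12. Quiescence genes had 3 up and 7 down of 22 (4 and 9 alone; TXNIP −1.30 ± 0.17), ETS factors 2 up and 3 down of 17 (3 and 7 alone; median 0.14, mean −0.03), and interferon genes 4 up and 1 down of 20. For these, glycolysis (4 of 29 up), p53 (4 of 25 up, 4 up and 1 down alone), DNA repair (1 of 31 down), nuclear long noncoding RNAs (1 of 10 up, 3 alone), B cell markers (1 of 4 down), and myeloid, erythroid, G1/S and ribosomal protein genes (0 called), camera adjusted p was 0.119 or higher.

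Without the set as a term 0 genes passed edgeR, with 217 at an unadjusted p under 0.05, and DESeq2 called 49. The stimulated libraries carry another clone name than the unstimulated ones, so by the labels clone and stimulation cannot be told apart. Whether that name is a second clone or a slip in the labels was left open. Leaving out unstimulated library 2 or stimulated library 1 or 2 gave 16, 40 or 25 calls, and DESeq2 with the set as a term gave 613. The sets differed in cell number and depth, with a median of 8876 UMIs per cell in stimulated library 2 against 17284.5 in stimulated library 1.

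**Figure D4:**
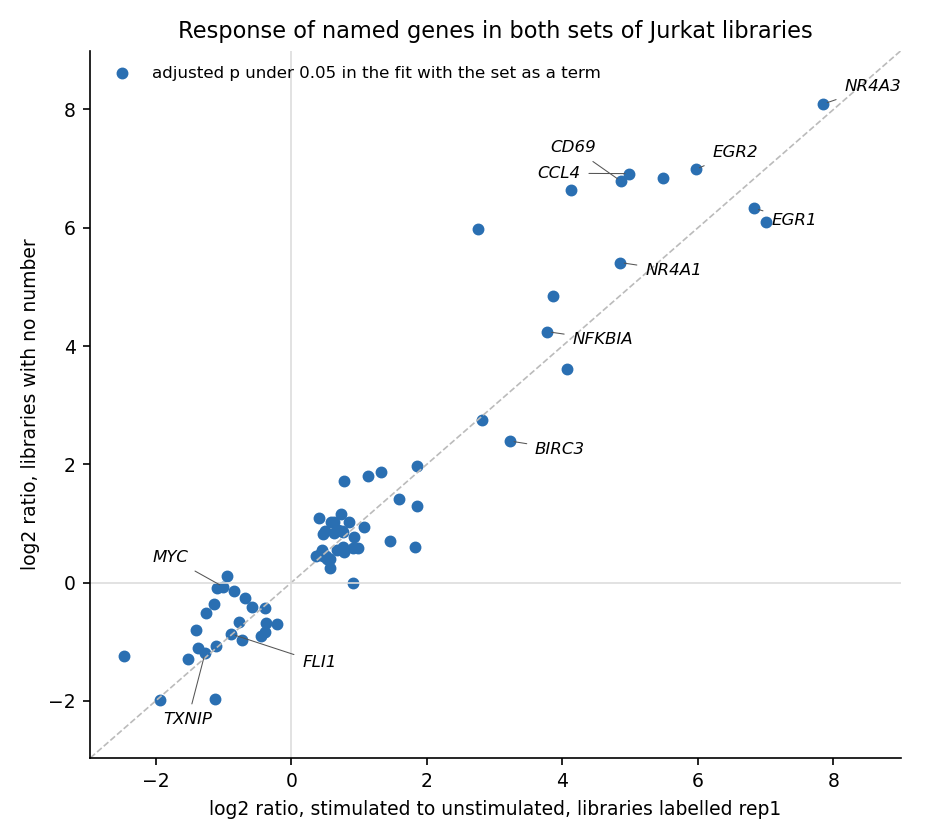
Each point is a named gene, with the log2 ratio of stimulated to unstimulated CPM in the set labelled as replicate 1 on the x axis and in the set without a number on the y axis, and the dashed line marks equal values. NR4A3, EGR1 and CD69 lie far up on both axes, FLI1 lies at −0.88 and −0.87, and 2 genes, IFIH1 and CR2, differ in sign between the sets.

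The naive T cell time course followed the same question in primary cells, with 1 library per time, so no test was run and intervals cover counting error only. Fli1 stood at 170 CPM (exact Poisson 95% interval 141 to 202) at 0 h and 214 CPM in the library without 4sU, then at 40.8, 7.99, 12.6 and 11.3 CPM at 2, 4, 6 and 8 h. Its 8 h level was 0.0664 times that at 0 h (0.028 to 0.135). Ets1 went from 546 to 90.9 and then 42.2 CPM at 8 h, and Elf1, another ETS factor, from 189 to 15.5 CPM. Il7r, the survival cytokine receptor of naive T cells, stood at 321, 51.4, 6.85, 5.5 and 1.41 CPM over the 5 times, the last from 1 UMI (fold 0.00438, 1.1e-04 to 0.0246). Klf2 was at 0.0535 times its 0 h level by 2 h (0.024 to 0.104), and S1pr1, the egress receptor, went from 230 to 27.7 CPM at 2 h and 0 UMIs at 8 h, at least 54.4-fold lower.

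Genes that stood higher after 0 h followed separate courses. Egr1 and Egr3 stood at 80.3 (27.2 to 392) and 74.4 (31.6 to 230) times their 0 h level at 2 h and were back at 5.63 and 7.04 CPM at 8 h. Nr4a1 went from 21.9 to 833 and then 40.8 CPM, and Tnf from 1 UMI at 0 h to 171 CPM at 2 h (fold 125, 22.1 to 4983) and 11.3 CPM at 8 h. Xcl1, a lymphocyte chemokine, had 0 UMIs at 0 h and 547, 11549, 14924 and 10126 CPM afterwards, at least 133-fold higher at 2 h. Ccl4 was at least 115-fold higher at 2 h, and Il2ra, the high-affinity IL-2 receptor chain, at least 59.0-fold higher at 8 h. Tnfrsf9, a costimulatory receptor, went from 4.10 CPM (3 UMIs) to 801 CPM at 8 h (fold 195, 66.5 to 949). Srm, spermidine synthase, went from 23.2 to 526 CPM, Nolc1, a nucleolar phosphoprotein, from 27.4 to 277 and Dkc1, the pseudouridine synthase, from 28.7 to 296. Ldha, lactate dehydrogenase, went from 90.3 to 856 CPM and Hspd1, a mitochondrial chaperone, from 43.8 to 581.

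By list, medians of log2 ratios to 0 h were taken over the members with at least 100 UMIs in the pair, which differ between times, and set against 10000 random lists of genes past the same limit, matched on expression. Genes high after stimulation pass that limit more readily, so the medians describe the members counted and not a course of the whole list. Ribosome biogenesis stood at 1.79, 2.44, 2.32 and 2.38 at 2, 4, 6 and 8 h, activation markers at 4.42, 5.81, 5.08 and 6.08 (7, 12, 13 and 8 genes, all at percentile 100), and quiescence genes at −1.98, −3.55, −3.33 and −3.67 (all at percentile 0). At 2 h immediate early genes stood at 3.18 (percentile 100, 14 genes), NFAT feedback at 3.43 (100, 11 genes) and NF-kappaB at 1.81 (99.99, 10 genes), and at 8 h only 4, 3 and 4 of their members were counted. ETS factors, with 4 genes measured, stood at −1.74 (0.25) at 2 h and −3.65 (0.03) at 8 h, and genes linked to FLI1 at 1.01 (99.0, 9 genes) and, over other members, −1.96 (0.88, 6 genes). Glycolysis reached 2.25 (99.4) at 8 h, heat shock 1.92 (96.1) and the stress response 2.29 (97.9). Ribosomal proteins stayed between −0.22 and −0.07. Some marker sums moved too: NK and innate lymphoid markers stood at 189 CPM at 0 h and 576 at 8 h and myeloid markers at 50.6 and 125. For B cell and for regulatory and memory markers the counting intervals at 0 and 8 h overlapped. B cell markers stood at 79.3 (60.2 to 103) and 52.1 (36.7 to 71.8). Regulatory and memory markers stood at 429 (383 to 480) and 357 (315 to 404).

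**Figure D5:**
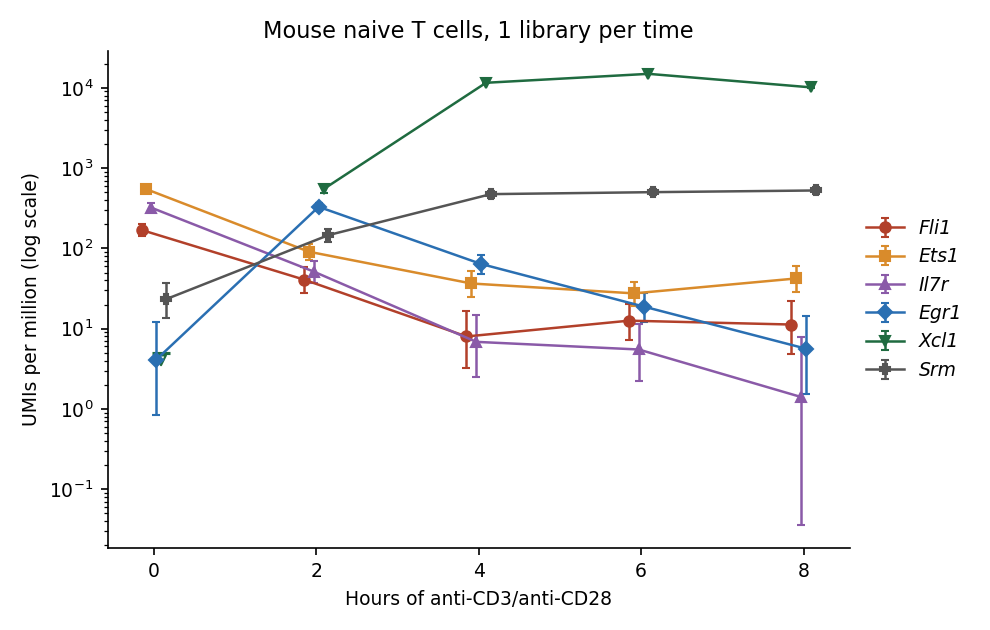
Lines give UMIs as CPM (log axis) of 6 genes in mouse naive T cells against hours of anti-CD3/anti-CD28 stimulation, with exact Poisson 95% intervals and 1 library per time, and the open triangle marks the upper limit of 0 UMIs for Xcl1 at 0 h. Fli1, Ets1 and Il7r start at 170, 546 and 321 CPM at 0 h and end at 11.3, 42.2 and 1.41 CPM at 8 h, Egr1 is highest at 2 h (329 CPM), Srm ends at 526 CPM and Xcl1 stands at 14924 CPM at 6 h.

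The eHAP libraries asked what the NOTE-seq chemistry does to detection, with 1 library per protocol and no test. Thinned to 5000 UMIs per cell, NOTE-seq detected a median of 2740 genes against 2593 in standard 10x and 1603 in the methanol protocol, and unthinned medians were 4118.5, 5549 and 2404. These rest on 2709, 2468 and 2865 cells that deep. FLI1 had 0.908 times its 10x level in NOTE-seq (0.767 to 1.07) and 0.0324 times in methanol (0.0193 to 0.0513). Immediate early genes were lower in NOTE-seq, with a median of −0.92 (percentile 0, 19 of 26 below 0). FOS stood at 0.0908 times 10x (0.0548 to 0.142) and JUN at 0.204 times (0.168 to 0.246). The p53 targets were lower too, at −0.29 (percentile 0.46, 15 of 24 below 0). Glycolysis was higher (0.82, percentile 99.99), with ALDOC, an aldolase, at 6.59 times (4.73 to 9.36), and so was G1/S (0.43, 99.5). In methanol, where the median of all genes was −1.47, ribosomal proteins were higher (1.05, percentile 100), with RPL38 at 9.02 times 10x (8.88 to 9.16). Immediate early genes (−3.00, percentile 0), mitochondrial genes (−1.60, 0) and genes linked to FLI1 (−2.88, 0.15) were lower. LIN28A, an RNA-binding protein of stem cells, stood at 0.00302 times 10x (0.00156 to 0.00528) and MT-ND4 at 0.159 times. Across genes, which are not independent replicates, log CPM correlated at 0.930 between NOTE-seq and 10x (14711 genes), 0.866 between methanol and 10x and 0.838 between NOTE-seq and methanol. Mitochondrial UMIs were 4.67% in 10x, 2.17% in NOTE-seq and 1.77% in methanol, and the methanol library held 1013 barcodes under 1000 UMIs (24.0%), against 65 (2.32%) in 10x and 0 in NOTE-seq.

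The libraries labelled K562 held almost no globin transcripts, which that line is known to express. HBG1, HBG2 and HBE1, fetal and embryonic globins, had 0 UMIs in both, which allows up to 0.267 CPM with IAA and 6.78 CPM without, and GATA1, a red cell factor, had 1 UMI with IAA and 0 without. Myeloid markers summed to 597 CPM (583 to 612) with IAA and 511 (447 to 582) without, against 107 to 261 CPM in the other human libraries, with AIF1, a macrophage protein, at 265 and LYZ, lysozyme, at 134 CPM with IAA. B cell markers were higher too, at 89.8 CPM with IAA and 70.1 without against 0.297 to 29.2 in the others, with EBF1, a B cell factor, the largest part. FLI1 stood at 305 CPM with IAA and 369 without, a fold of 0.827 (0.706 to 0.974). With IAA cytosolic ribosomal proteins were higher by a median of 0.45 (58 of 58 above 0, percentile 100) and mitochondrial genes by 0.30 (11 of 13, percentile 99.5). CXCL8, a neutrophil chemokine, stood at 0.357 times (0.290 to 0.445). The 2 libraries correlated at 0.942 over 10303 genes, and IAA left 2855 genes per cell at 5000 UMIs against 2942. These medians rest on 1278 cells that deep with IAA and only 30 without. In the mixed library 239 of 586 barcodes were human and 291 mouse by at least 90% of UMIs, and 56 (9.56%, exact 95% interval 7.30 to 12.2) were mixed, with a median of 3.12% mouse UMIs in human and 1.32% human UMIs in mouse barcodes.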

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

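Tests written only after the result was seen were those on quickly renewed transcripts, on the uptake of 4sU, on a batch difference between the Jurkat sets and both on the libraries labelled K562.

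CPT and ETO moved some genes in opposite directions, by the edgeR test of the difference itself. In new RNA this was 1 gene, EGR1, at 0.92 with CPT and −0.79 with ETO (difference 1.71, edgeR adjusted p = 6.2e-07). Its CPT value was 0.10 with library sizes from all reads, and its ETO call was lost without control library 3. In total RNA it was 190 genes or unnamed 3' UTR groups, 50 of them higher with CPT and lower with ETO. FOS, an immediate early factor, stood at 1.48 with CPT and −0.70 with ETO (difference 2.18), and EGR2 at 0.83 and −1.09. ZBTB16, a zinc finger factor of innate-like T cells, stood at −0.78 and 0.99 and CDK6, a G1 kinase, at −1.07 and 0.18. These 4 were chosen after their values were seen.

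Reads of mitochondrially encoded genes, which stayed out of the SLAM-seq gene tests, carried conversions above the control level. In naive T cells the rate was 1.09% ± 0.138 at 250 µM, 1.35% ± 0.0128 at 500 µM and 1.33% ± 0.182 at 1 mM, against 2.61e-04% in control (SD, n = 2). In Jurkat cells it was 0.0347% ± 6.04e-04 with CPT and 0.0549% ± 0.00196 with ETO, against 0.0305% ± 0.00185 in control (SD, n = 3).

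The lower conversion rate of the CPT libraries, 0.651 times control, was not carried by a few 3' UTRs, since without the 100 with the most coverage the highest ratio of a CPT to a control library was 0.666. Nor was it a loss of quickly renewed transcripts alone, since the median ratio within genes was 0.577. Fewer reads in CPT libraries cannot be told apart by thinning, which moves no share (lowest share of converted reads 1.98% in a thinned control or ETO library). Lower uptake or conversion of 4sU stays open too: mitochondrial transcripts stood at 1.14 times their control rate, but their own share of reads, with overlapping 3' UTR lines counted once, went from 1.14% to 6.03%. Conversions per converted read hardly differed, at 2.218 to 2.220 in CPT and 2.221 to 2.236 in control libraries. In ETO libraries they were 2.351 to 2.364. The CPT values argue against sparser labelling of converted reads as the main account. They do not cover reads left without a counted conversion. Less transcription in the treated cells, the biological reading that the design gives, may also account for it and was not tested separately.

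Jurkat single-cell libraries resembled the library of their own set (correlations across genes 0.985 and 0.973) more than that of their own condition in the other set (0.917 and 0.914). Unequal cell numbers do not account for it, since with 392 cells per library the lowest value within a set was 0.970 and the highest between sets 0.877. A difference between library batches cannot be told apart from other differences between the sets, since the labels give no batch and the shared deviation of a set's libraries from their group means (r = 0.865) restates the pattern. No biological explanation was tested.

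The libraries labelled K562 held few transcripts of red cell genes. Too few counts are not the reason, since the limit that 0 counts allow was 0.00203 of the TFRC level in the larger library. A mislabelled sample is a candidate explanation: the erythroid list without TFRC, GYPC and SLC25A37, which other cells also express, summed to at most 4.52 CPM (4.35 to 17.1 in the other human libraries), while myeloid markers stood at 511 and 597 CPM and B cell markers at 70.1 and 89.8. MNDA and AZU1, myeloid genes chosen after the result was seen, stood at 191 and 188 CPM with IAA, but CD14 had 0 UMIs and MPO 1.25 CPM. A K562 culture that had lost its erythroid genes stays open and was not tested.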

How the results depend on the processing

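Alternatives chosen after the results were seen were the DESeq2 fit with the set as a term, the set with fewer barcodes or equal cells, list tests with the set, 1 line per group of overlapping 3' UTRs, labelled rates and the overlap under other fits. Of 210 other values of counts, ratios and correlations 128 stayed within their limits and 82 moved. Of the values of named genes and lists 1827 kept direction and side of the threshold, 132 passed it anew, 11 no longer passed, 25 moved and 14 changed sign. Jurkat total RNA counts stayed within 1.5 times under every setting, with 3805 to 4471 shared calls. The cause of a move was not tested unless a sentence gives it.

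DESeq2 called 880, 339 and 392 genes in new RNA (CPT, ETO, CPT against ETO), 41, 169 and 1050 in naive T cells by rising dose, and 49 in Jurkat single cells. Fits over the 2 groups compared called 334, 920 and 53 in new RNA and 0, 0 and 58 in naive T cells. No filter gave 44, 349 and 1294 in naive T cells, 12 in single cells and 207 and 131 for the new-to-old ratio with CPT and ETO. Without multimapped 3' UTRs 250 and 500 µM had 5 and 26. New RNA calls shared by CPT and ETO were 189 with DESeq2 and 174 with the 2-group fits, against 110, and 88 the same way and 18 opposite with sizes from all reads.

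Library sizes from all reads, which keep the lower new RNA of the CPT libraries in the fold changes by construction, called 3296 genes with CPT and 3484 against ETO, and the ratio with such factors 2140. They turned list medians with CPT to −0.68 (FLI1-linked), −0.62 (activation), −0.42 (T cell receptor), −0.22 (quiescence), −0.35 (p53), −0.27 (G1/S), −0.0748 (stress response) and −0.78 (apoptosis). Against ETO they turned them to −0.22 (immediate early), −0.38 (quiescence), −0.48 (G1/S) and −0.63 (G2/M), and the ratio of glycolysis genes to −0.12.

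Estimated correlations left 6 lists for new RNA with CPT, 3 for CPT against ETO in new and in total RNA, and 0 for single cells, with or without the set. The 6 h naive T library had 11 lists outside the central 95% with at least 50 UMIs and 9 against the library without 4sU. Against 0 h at the main limit of 100 UMIs fewer lay outside. These were ETS factors (percentile 0.24), activation markers (100), quiescence genes (0), ribosome biogenesis (100) and heat shock (98.9). Genes per cell in percent of 10x were 105 at 2000 UMIs and 106 with under 10% mitochondrial UMIs for NOTE-seq, and 67.0 and 61.8 for methanol. K562 with IAA stood at 98.2% of that without at 2000 UMIs. Mixed barcodes were 7.17% at a limit of 80% and 18.1% at 95%, by construction.

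Leaving out 1 library gave 225 to 834 calls for new RNA with CPT, 91 to 116 with ETO and 60 to 375 for CPT against ETO, and for Jurkat total RNA 7138 to 8061, 4596 to 5057 and 4145 to 4993. Ranges were 4 to 113, 9 to 1577 and 44 to 3544 in naive T cells by dose, where the lone library of a group is assumed to vary like the others, 0 to 40 in single cells, and 9 to 180 and 15 to 24 for the ratio with CPT and ETO. Conversion rate ratios kept to 0.645 to 0.659, 1.17 to 1.2 and 0.547 to 0.553, and rho with dose to 0.973. FLI1 in total RNA with CPT and EGR1 in new RNA with ETO lost calls, as given with them.

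With the replicate number as a block, new RNA had 415, 145 and 118 calls, Jurkat total RNA 7957, 5599 and 4894 and naive T cells 16, 43 and 339, and the apoptosis median with CPT turned to −0.0127. The number does not pair SLAM-seq libraries: correlations of same-numbered deviations ran from −0.0249 to 0.0120 in new and −0.0360 to 0.00936 in total RNA, and from −0.149 to 0.0313 in naive T cells. In Jurkat single cells, where the number marks 2 sets (r = 0.865), the block raised 0 calls to 2060, to 2056 with barcodes under 10% mitochondrial UMIs and to 1197 with 392 cells per library, and DESeq2 with the set gave 613.

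For each of the 8 comparisons of 3 against 3 Jurkat libraries, 1 of 10 splits, the real one, gave its count (571, 174, 176, 8282, 5942, 5219, 83 and 45) and the highest other was 0. The other splits mix libraries of both groups, so a difference between the groups becomes spread within each side. Their 0 calls therefore say nothing for or against the real counts. With 10 splits no share under 0.05 can be had either. The depth and spread of these libraries limit what was seen, and no test varied depth alone: of 100 simulated 2-fold and 100 4-fold changes the tests recovered 17 and 66 in new RNA with CPT, 66 and 84 in Jurkat total RNA, 10 and 55 for the ratio, 5 and 42 at 1 mM in naive T cells and 0 and 0 in single cells without the set. That 0 goes with the spread between sets, since the same counts gave 2060 calls with the set as a term. Labelled shares by gene list in naive T cells were planned and not run.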

Other observations

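The tests on depth in the methanol library and on genes linked to FLI1 were written after the result was seen, and the genes in the next 2 paragraphs were chosen after their values were seen.

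The 0 h naive T library and the library without 4sU, whose label gives no time, were alike across 2510 genes (r = 0.936), with some groups apart. Mitochondrially encoded genes were lower at 0 h by a median of −1.01 (percentile 0 of random lists, 0 of 11 above 0), with mt-Nd2 at 485 CPM against 1404 (fold 0.346, 0.308 to 0.388). Immediate early genes stood at −0.67 (percentile 0.08), activation markers at −0.58 (1.88) and the T cell receptor list at −0.42 (0.56), and Il7r and Klf2, genes of resting T cells, were at 0.487 and 0.491 times. Rps15, a ribosomal protein, was at 2.01 times (1.95 to 2.08). B cell markers summed to 79.3 CPM at 0 h against 146, and NK and innate lymphoid markers to 189 against 340. Regulatory and memory markers stood at 429 against 515 and myeloid markers at 50.6 against 55.9. With 1 library each, no test was run. After stimulation, Cd247, the T cell receptor zeta chain, went from 369 CPM at 0 h to 39.4 at 8 h and Ccnd3, cyclin D3, from 361 to 54.9, while Ccnd2, cyclin D2, went from 86.2 to 536. Bcl2l11, the death protein Bim, went from 101 to 16.9 CPM and Bax, a pore-forming death protein, from 45.1 to 218. Lcp2, an adaptor of the T cell receptor, was highest at 2 h (530 CPM, from 52.0), as was Runx1, a T cell transcription factor (402, from 78.0). Nkg7, a granule protein of cytotoxic cells, went from 68.4 to 480 CPM while Klrd1, an NK receptor chain, went from 98.5 to 67.6.

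Set against the methanol library of eHAP cells, where the median log2 ratio of all genes was 1.83, the NOTE-seq library held 2235-fold more LIN28A (1279 to 4327), DUSP6, an ERK phosphatase, 134-fold more and FLI1 28.0-fold more (17.5 to 47.4), with 1 library each. ETS factors had a median of 3.21 (percentile 99.95) and glycolysis 2.23 (99.5), with ribosomal proteins at −1.20 (0.33). Against standard 10x, NOTE-seq had more MCM2 and CDT1, replication licensing factors (3.42 and 3.46 times), and less ID3 (0.164 times, 0.158 to 0.172). In Jurkat control cells NFAT genes (5.05% of reads converted, percentile 99.4) and apoptosis regulators (4.97%, 99.3) also had high converted shares, though by conversions per T position apoptosis regulators lay at percentile 96.9, inside the middle 95%, and FBXO5, an inhibitor of mitotic ubiquitination, reached 27.3% ± 1.32 (SD, n = 3).

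A first hypothesis is that CPT may lower RNA of long genes more, and ETO their new RNA. Gene span correlated across genes with the log2 ratio to control at −0.185 in new RNA with CPT (−0.193 to −0.178 over libraries, −0.0232 to 0.0425 in controls), −0.125 with ETO and −0.128 in total RNA with CPT (controls −0.0606 to 0.0368). In total RNA with ETO it was 0.0299 (0.00622 to 0.0448), of the opposite sign and above every control in 2 of 3 libraries. The 10% longest genes (from 136 kb) had a median new RNA change of −0.56 with CPT and the shortest 0.14, against −0.0630 and 0.134 with ETO. In total RNA the longest genes stood at −0.215 with CPT and 0.0601 with ETO, so long genes themselves hardly moved with ETO. The two-sided exact p of each of the first 3 is 0.1, the smallest possible. Given the genes' expression these 3 correlations were −0.186, −0.135 and −0.159, and that in total RNA with ETO was 0.0178. The test does not separate span from properties of long genes other than expression. WWOX and IMMP2L, long genes chosen after their values were seen, fell by 2.36 ± 0.14 and 2.32 ± 0.15 in total RNA with CPT.

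A second hypothesis was that genes linked to FLI1 fall with it in stimulated Jurkat cells. The hand list as a whole did not fall, with medians of 0.0284 and 0.0391 within the sets. Its members, FLI1 among them, went both ways, so whether some of them fall with FLI1 could not be decided. In the naive T time course the same list stood at 1.01, −0.32, −0.85 and −1.96 at 2, 4, 6 and 8 h (9, 7, 7 and 6 genes, percentiles 99.0, 13.3, 6.81 and 0.88), over members that differ between times, so these values do not show that the list turned. With 1 library per time no test was run.

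The methanol library's fewer genes per cell may come from the protocol, which was not tested. Depth and a few dominant genes do not account for them. At 5000 UMIs it held 61.8% of the genes of 10x, and without the top 50 genes of each library 72.6% at 2000 UMIs. RNA shared by all barcodes stays open: 402 genes higher in methanol had a median log2 ratio of −0.15 between barcodes under 1000 UMIs and the others, against −0.43 for all genes.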
